# Broad-scale redistribution of mRNA abundance and transcriptional machinery in response to growth rate in *Salmonella enterica* serovar Typhimurium

**DOI:** 10.1099/mgen.0.000127

**Published:** 2017-08-04

**Authors:** Andrew D. S. Cameron, Shane C. Dillon, Carsten Kröger, Laurens Beran, Charles J. Dorman

**Keywords:** bacterial chromosome, transcriptomics, chromatin immunoprecipitation, Sigma factors, RNA polymerase

## Abstract

We have investigated the connection between the four-dimensional architecture of the bacterial nucleoid and the organism's global gene expression programme. By localizing the transcription machinery and the transcriptional outputs across the genome of the model bacterium *Salmonella enterica* serovar Typhimurium at different stages of the growth cycle, a surprising disconnection between gene dosage and transcriptional output was revealed. During exponential growth, gene output occurred chiefly in the Ori (origin), Ter (terminus) and NSL (non-structured left) domains, whereas the Left macrodomain remained transcriptionally quiescent at all stages of growth. The apparently high transcriptional output in Ter was correlated with an enhanced stability of the RNA expressed there during exponential growth, suggesting that longer mRNA half-lives compensate for low gene dosage. During exponential growth, RNA polymerase (RNAP) was detected everywhere, whereas in stationary phase cells, RNAP was concentrated in the Ter macrodomain. The alternative sigma factors RpoE, RpoH and RpoN were not required to drive transcription in these growth conditions, consistent with their observed binding to regions away from RNAP and regions of active transcription. Specifically, these alternative sigma factors were found in the Ter macrodomain during exponential growth, whereas they were localized at the Ori macrodomain in stationary phase.

## Abbreviations

ChIP, chromatin immunoprecipitation; ChIP-chip, chromatin immunoprecipitation-microarray; NSL, non-structured left; NSR, non-structured right; Ori, origin; RNAP, RNA polymerase; RNA-seq, RNA sequencing; Ter, terminus.

## Data Summary

1. Microarray datasets have been deposited at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database; accession numbers GSE97283 (chromatin immunoprecipitation-microarray analysis data; url - https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97283) and GSE97161 (transcriptome data; url - https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97161).

2. RNA sequencing data analysed in this manuscript was previously published at DOI: http://dx.doi.org/10.1016/j.chom.2013.11.010. Raw reads (.fastq file format) and normalized ‘IGB files’ (.gr file format) are available at NCBI GEO database; accession number GSE49829.

## Impact Statement

This study employs a top-down analysis of genome-wide transcriptional activity to identify broad geographical and temporal patterns of gene expression and transcription machinery distribution around the *Salmonella enterica* chromosome. The multicopy gene effect created by chromosome replication is superseded by regional differences in transcription activity, including the existence of a consistently low activity macrodomain and the apparent evolution of extended RNA half-lives near the replication terminus that may counterbalance multicopy effects nearer the origin of replication. Most surprising is the discovery that inactive sigma factors bind to DNA away from RNA polymerases (RNAPs), then reposition to locations diametrically opposed to RNAPs as transcriptional activity shifts through growth. This research hints at large-scale spatial organization of a bacterial chromosome consistent with the macrodomains described in *Escherichia coli*. Charting the dynamic nature of chromosome spatial structure is an important step in identifying the evolutionary constraints that shape bacterial chromosomes and will contribute to the rational design of synthetic chromosomes.

## Introduction

The bacterial chromosome is more than simply a carrier of genetic information. It is becoming apparent that a blueprint for the gene expression programme of the cell may be written into the geography and architecture of the folded chromosome [1]. This programme possesses both spatial and temporal dimensions, making it likely that the positions of genes within the genome, together with the timing of their expression, are important determinants of the programme's operation [1, 2]. This proposal is supported by the finding that the needs of gene regulation at the level of transcription influence the relative locations of regulatory genes and of the structural genes, operons and regulons that they control [2–10].

The chromosome of the model bacterium *Salmonella enterica* serovar Typhimurium has been studied for many decades as an aid to understanding the link between gene position and bacterial physiology [11–17]. An advantage of studies that focus on *S.* *enterica* serovar Typhimurium is that the chromosome of this pathogen is closely related in size, gene content and gene order to the chromosome of the commensal bacterium *Escherichia coli*, arguably the best understood of all living cells [18]. The discovery that the *E. coli* chromosome is divided into a small number of distinct domains was an important advance in our understanding of bacterial chromosomal architecture [19–24]. An analysis of permissible and non-permissible random intrachromosomal interactions performed using the bacteriophage lambda Int-mediated site-specific recombination apparatus indicates that there are four macrodomains designated Ori (origin), Right, Ter (terminus) and Left, with Ori and Right being separated by the non-structured right (NSR) domain, while the non-structured left (NSL) domain is interposed between Left and Ori [24–26] (Fig. 1a).

**Fig. 1.**
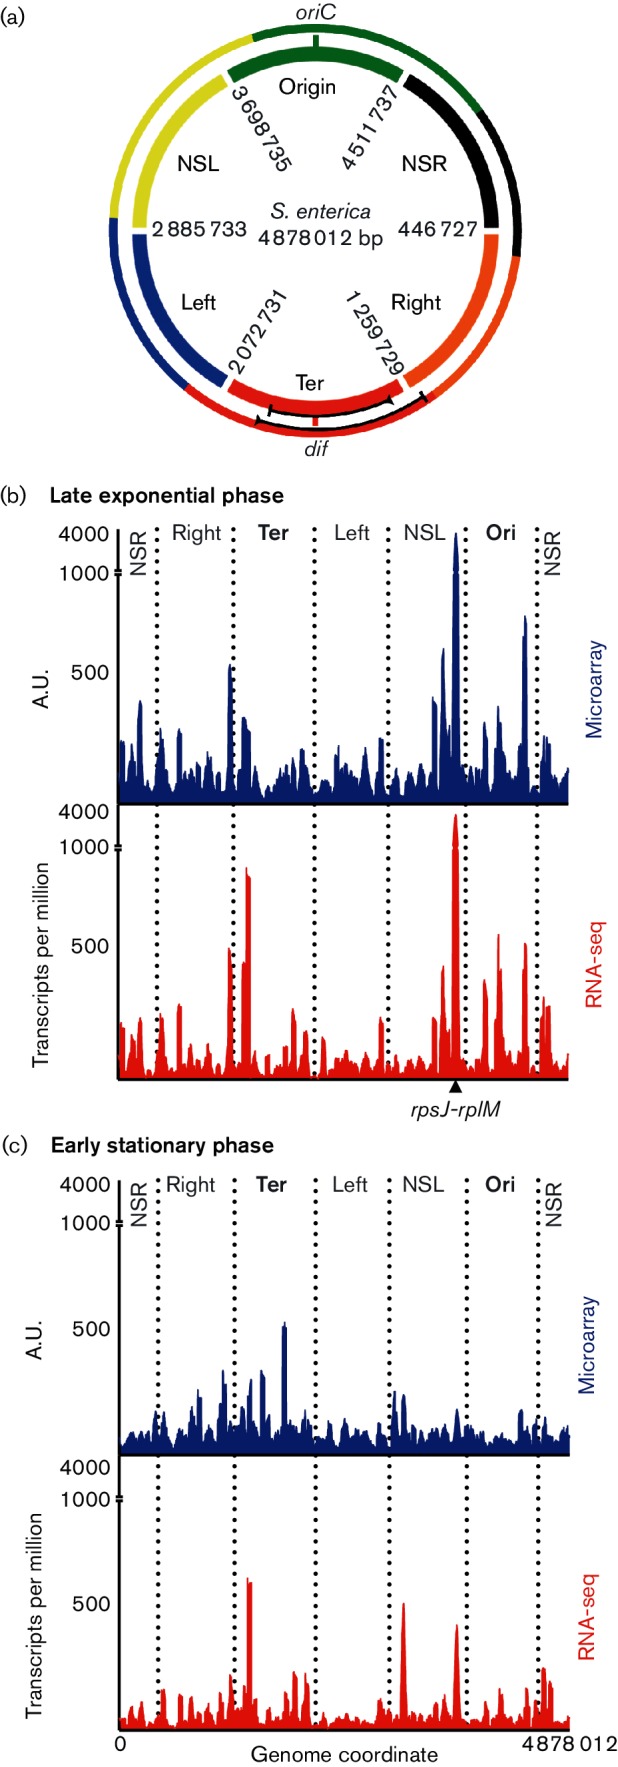
Organization of and transcriptional activity in the *S.* *enterica* serovar Typhimurium SL1344 chromosome. (a) Macrodomain organization of the *E. coli* MG1655 chromosome (outer ring; adapted from Valens *et al*. [24]) compared to the *S. enterica* serovar Typhimurium SL1344 chromosome divided into six equal sized portions (inner ring). Coordinates of the *S*. *enterica* serovar Typhimurium chromosome are indicated. The origin (*oriC*) and terminus (*dif*) site of chromosome replication are indicated; the region and direction of inversion that differs between *E. coli* and *S.* *enterica* serovar Typhimurium is indicted by the black lines in the Ter domains. (b, c) Distribution of transcription across the *S.* *enterica* serovar Typhimurium chromosome in late exponential phase growth (b) and early stationary phase (c), as quantified by whole-genome tiled microarrays (blue) and RNA-seq (red). Microarray data are expressed in arbitrary units (A.U.) by normalizing the sum of expression values to a total of one million, making the genome-wide gene expression profile comparable to the transcripts per million quantification employed in RNA-seq analysis.

The bidirectional replication of the chromosome creates two replichores (Left and Right), and the position of a gene along a replichore between the origin and terminus of replication can affect its level of expression simply due to copy number effects: in rapidly-growing bacteria, there are more copies of genes close to the origin than there are copies of genes near the terminus [27–29]. However, gene position may also influence expression due to variations in DNA topology around the chromosome, a proposal that is supported by experimental evidence [30–33]. In addition to location, gene orientation is also thought to avoid head-on collisions between the moving replication fork complex and transcription complexes, especially in the cases of heavily transcribed genes [34]. Furthermore, essential genes are preferentially coded on the leading strand [35]. Inter-gene communication is likely to be an important factor underlying the ability of different gene products to contribute to the same cellular process and/or to regulate each other's expression. Gene networks linked by diffusible gene products (RNA or protein) are probably affected both by intergenic distances along the chromosome and by distances between different segments of the folded chromosome [5–10]. For example, gene product diffusion rates in the crowded cytoplasm influence gene–gene communication [36, 37]. These may account for the presence of statistically co-located (SC) genes whose products contribute to common cellular functions or which cross-regulate one another's expression. Such SC genes occur with a regular periodicity of 117 kbp along the toroidally wound chromosome, placing them immediately above or below one another in the toroid in ways that facilitate gene–gene communication over very short distances [10].

In this study, we performed what is to the best of our knowledge the first investigation of the genome-wide distribution of transcription machinery and transcript output in the context of the macrodomain structure of the *S.* *enterica* serovar Typhimurium chromosome. Our data illustrate shifting patterns of RNA polymerase (RNAP) and sigma factor localization as a function of growth stage, and show that assumptions based on gene dosage in growing cells are an unreliable guide to predicting gene outputs.

## Methods

The 4 878 012 bp chromosome of *S*. *enterica* serovar Typhimurium SL1344 was divided into six even-sized domains of 813 002 bp, oriented such that the Ori domain was centred on the origin of replication (position 4 105 236). Similarly, the 4 639 675 bp *E. coli* K-12 substrain MG1655 chromosome was divided into six even-sized domains of 773 279 bp, oriented such that the Ori domain was centred on the origin of replication (position 3 923 883). Genes that overlapped domain boundaries were assigned to the domain that contained the majority of the gene (Table S1, available with the online Supplementary Material). Transcripts-per-million counts from published data [38, 39] were summed for all protein-encoding genes in each domain. Culture conditions were as in our previous work [39], except that in the present study we used the terms EP (exponential phase), LEP1 (late exponential phase 1) and LEP2 (late exponential phase 2) instead of EEP (early exponential phase), MEP (mid exponential phase) and LEP, respectively, to reflect the physiological changes occurring in growth in Luria-Bertani (LB) medium [40].

Chromatin immunoprecipitation (ChIP) experiments were conducted as previously described [38], using the following monoclonal antibodies from Neoclone: RNAP RpoB (W0001), RpoD (W0004), RpoH (WP006), RpoE (WP007), RpoN (W0005). Transcriptomic and ChIP-microarray (ChIP-chip) analyses were conducted as previously described [41]. RNAP and sigma factor binding sites were determined as those appearing in both of two independent biological replicates [38, 41]; peaks identified in only one replicate experiment represent false positives or weak protein binding sites; thus, our conservative approach of considering only shared peaks reduces the chance of analysing false-positive peaks. For RpoE, RpoH and RpoN datasets, ChIP-chip was also conducted on cells deleted for these sigma factors to identify background peaks that were subtracted from wild-type ChIP-chip datasets. The microarray datasets have been deposited at the National Center for Biotechnology Information Gene Expression Omnibus database, accession numbers GSE97283 (ChIP-chip data) and GSE97161 (transcriptome data); lists of protein–DNA binding sites have been provided as supplemental materials in Tables S2–S6. Unbiased motif searching in the DNA binding sites was conducted as previously described [41].

## Results and Discussion

### Domain structure and distribution of transcription in the *S. enterica* chromosome

The chromosomes of *E. coli* MG1655 and *S. enterica* serovar Typhimurium SL1344 are very similar in size, gene content and gene order (Fig. S1). The gene insertions and deletions that have occurred since the divergence of *E. coli* and *S. enterica* from their last common ancestor are evenly distributed around their chromosomes [18]. There is a large inversion encompassing the replication terminus, but this is wholly contained within the Ter macrodomain (Fig. 1a). The high degree of chromosome structural similarity makes it reasonable to apply to the *S. enterica* chromosome the broad outlines of the macrodomain organization of *E. coli*. To observe genome-wide transcriptional activity in the context of chromosome macrodomain architecture, we divided the *S. enterica* chromosome into six equal-sized zones that were approximately equivalent to the six domains of the *E. coli* chromosome elucidated by Valens *et al*. [24] (Fig. 1a). We then examined the spatial distribution of genes encoding mRNA in multiple growth phases in the model pathogen *S. enterica* serovar Typhimurium. This was done by comparing whole-genome tiled oligonucleotide microarray data to cDNA sequencing (RNA sequencing; RNA-seq) data to quantify transcripts from protein-encoding genes in two phases of growth, late exponential phase (OD_600_ 0.3) and early stationary phase (OD_600_ 2.0) in rich medium (LB; 5 g NaCl l^−1^). Quantification of transcripts by microarray and RNA-seq methods yielded similar measures of gene expression, with remarkably similar transcriptional peaks being observed in late exponential phase (Fig. 1b, c).

Regions of high and low transcriptional output were distributed around the chromosome in both exponential growth and stationary phase. An absence of local uniformity indicated that the putative six macrodomains did not define cohesive regions of transcriptional output. During rapid growth in exponential phase, the highest transcriptional peak was in the NSL domain and corresponded to a cluster of ribosomal protein genes between *rplQ* (SL3381) and *rpsJ* (SL3408) (Fig. 1b, c). The mRNAs from these *rps* and *rpl* genes were significant outliers among the very high number of transcripts originating from all NSL genes.

The hypothetical six-domain organization provided a useful framework within which to identify broad patterns in genome-wide transcriptomic and ChIP data in *S.* *enterica* serovar Typhimurium. It also allowed the mRNA output to be assessed in the context of expectations arising from gene-dosage effects on transcript abundance. When a chromosome is replicating as fast as possible, a fresh round of replication will initiate before the previous copy is complete. Thus, a chromosome can have up to six active replication forks, which creates a 6.5 : 2.2 ratio of Ori-proximal to Ter-proximal gene copies during rapid growth [42, 43] (Fig. 2a). Plotting transcript abundance from protein-encoding genes according to six chromosomal macrodomains showed that neither in rapid growth nor in stationary phase did broad patterns of transcriptional output match the estimated gene-dosage ratios (Fig. 2b). In exponential growth, transcripts from the Ori and Ter macrodomains were very similar in number. In stationary phase, over twice as many transcripts arose from the Ter macrodomain compared to the adjacent Left macrodomain, even though gene dosage across these contiguous domains should be equal at this growth stage. Indeed, the Left macrodomain had the lowest overall transcriptional output at all stages of growth (Fig. 2b), despite containing the *rrsG* ribosomal operon at its boundary with the NSL domain (Fig. 1a). This region of the chromosome is unusual in having a G+C content that is above average for the *S.* *enterica* serovar Typhimurium genome [44] and in *E. coli* having DNA with less negative supercoiling than the rest of the chromosome in both the exponential and stationary phases of growth [33].

**Fig. 2.**
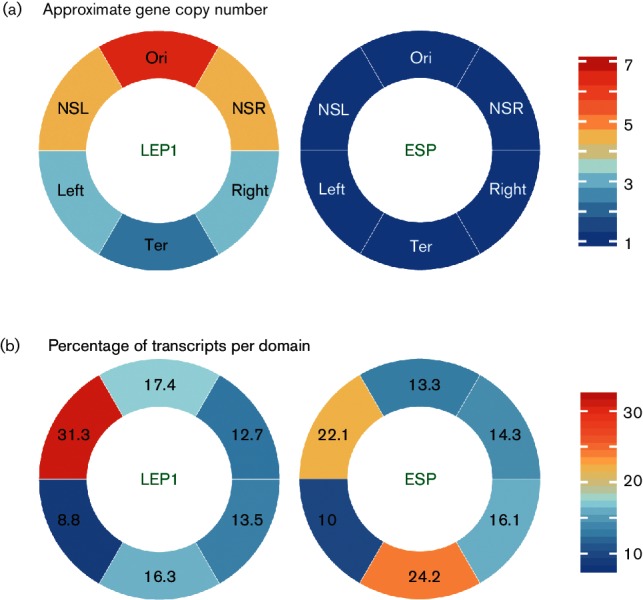
Gene copy number and transcription output per chromosomal domain. (a) The approximate numbers of gene copies in each of the chromosomal domains is shown for an exponentially growing (left) and a stationary phase (right) cell. The red–blue spectrum represents a sliding scale of gene copies ranging from high (red) to unity (blue). Gene copy numbers can be estimated by formulae derived from experiments in *E. coli* B and *E. coli* K-12 [43]. Considering the similar size of the *S*. *enterica* serovar Typhimurium and *E. coli* genomes, the similar generation times of *S*. *enterica* serovar Typhimurium and *E. coli* during growth in rich medium (LB), and that experimentally-determined relationships between growth rate and cellular parameters hold constant across many measurements [42, 43], here we present the mean gene copy numbers in each *E. coli* domain to approximate *S.* *enterica* serovar Typhimurium gene copy numbers in exponential and stationary phases of growth. The higher numbers of gene copies closer to the origin of replication are predicted to elevate transcription from the Ori domain compared to the Ter domain. LEP1, Late exponential phase time point 1; ESP, early stationary phase; see Fig. 3(a) for a growth curve. (b) mRNA abundance is expressed as a percentage of total transcripts per chromosomal domain for *S.* *enterica* serovar Typhimurium. The segments in this panel correspond to the domains named in (a). The red–blue spectrum represents a sliding scale of transcription outputs ranging from high (red) to low (blue).

### Distribution of transcript abundance across growth phases

Transcript abundance was compared between five time points in batch culture in LB: exponential phase, late exponential phase 1, late exponential phase 2, early stationary phase and late stationary phase (Fig. 3a). RNA-seq datasets were normalized to one million transcripts, enabling direct comparisons between samples and time points, and the quantification of a gene’s expression in terms of genome-wide transcriptional output, including rRNA and small RNA species. As cell division slowed and stopped, transcription shifted from protein-encoding genes to small RNAs, resulting in a genome-wide 10- to 30-fold decrease in mRNA levels (Fig. 3b). To better visualize the relative transcriptional output from each domain through growth, we removed the *rps–rpl* genes (SL3381–3408) in the NSL domain from the dataset because these 28 genes alone account for 22 % (EP), 19 % (LEP1) and 14 % (LEP2) of genome-wide transcription from protein-encoding genes, corresponding to 61 % (EP), 58 % (LEP1) and 48 % (LEP2) of transcripts originating from the NSL domain. Fig. 3(c) shows that even by LEP1 (OD_600_ 0.3), the Ter domain had surpassed the Ori domain for transcriptional output. In stationary phase, more transcripts originated from the Ter macrodomain than from any other domain (Fig. 3c). Overall, patterns of transcript abundance around the chromosome were not in agreement with expectations based on a direct positive correlation between gene dosage and transcript abundance.

**Fig. 3.**
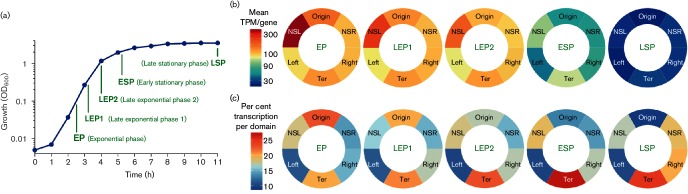
Transcript abundance per chromosomal domain as a function of growth stage. (a) A growth curve for *S.* *enterica* serovar Typhimurium strain SL1344 growing in aerated LB. Vertical lines along the curve indicate the time points at which samples were taken. (b) A summary of transcript abundance for the six chromosomal domains at each of the five sampling points shown in (a). Transcripts per million (TPM) are described in the Fig. 1 legend. (c) The same transcript abundance data in (b) plotted as per cent in each domain, but with the transcripts from ribosomal protein genes *rps–* *rpl* (SL3381–3408) subtracted from the NSL domain. The spectrum at the left of (b) indicates the average TPM per gene in each domain and the spectrum at the left of (c) indicates the percentage of total transcript abundance in each domain ranging from high (red) to low (blue).

### RNA stability may counterbalance gene dosage effects during fast growth

The observation that transcripts from the Ter domain were more abundant than expected from the gene-dosage effect prompted us to consider that transcript stability might not be evenly distributed around the chromosome, and could offset and even counterbalance gene-dosage effects. Analysis of previously published mRNA half-lives in *E. coli* [45] revealed that during growth in LB, RNAs encoded in the Ter domain have a significantly higher mean half-life than RNAs encoded in the other five domains (Fig. 4a). The mean stabilities of transcripts encoded in the other domains were not significantly different from one another.

**Fig. 4.**
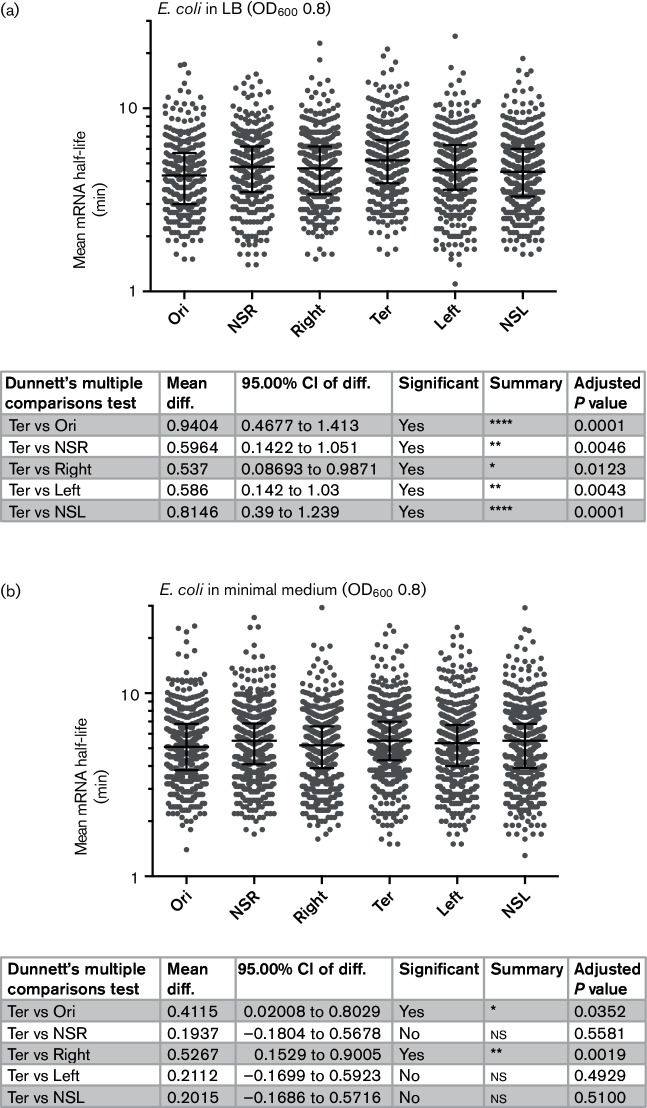
Transcript stability as a function of chromosomal domain. Data from *E. coli* strain MG1655 are presented for cultures grown in LB to OD_600_ 0.8 (a) or in M9 minimal medium with glucose to OD_600_ 0.8 (b). Lines in each scatter plot indicate the median and interquartile ranges. A statistical analysis of the data is presented in the table below each panel together with a statement of statistical significance.

The biological imperative to conserve energy in nutrient-poor conditions predicts that RNA turnover will be reduced during growth in a minimal medium. Consistent with this, RNAs across the genome were significantly more stable in slower growth in M9 compared to LB (Fig. 4b). Ter domain RNAs were still more stable than Right and Ori domain RNAs, but not significantly different from the other domains in nutrient-limited conditions. Data from *Caulobacter crescentus* suggest that both mRNA production and decay are compartmentalized by the organization of the chromosome [36]. In *S.* *enterica* serovar Typhimurium, the macrodomain structure of the chromosome may provide a framework within which mRNA processes are spatially and temporally organized.

### Distribution of RNAP

We hypothesized that the transcription machinery (RNAP and its sigma factors) would be concentrated in macrodomains according to transcriptional output, and that transcription machinery would concentrate in different domains as the observed transcriptional output changes as a function of the growth cycle. 

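ChIP-chip locates a bound protein by hybridizing immunoprecipitated (ChIP) DNA and input DNA, each labelled with its own dye, to probes tiled along the genome. RNAP, RpoD, RpoE, RpoH and RpoN were each measured on 2 arrays in exponential growth (OD600 of 0.2 in the sample labels) and on 2 arrays in stationary phase (OD600 of 2), which makes 20 arrays in 10 groups. The labels number the 2 arrays of a group as biological replicates 1 and 2. Whether arrays of different antibodies share a culture stays open. Each array held 42021 probes of the chromosome, with a median of 111 bp between neighbouring probes, and 1431 probes of plasmids. The authors' scanner software (Feature Extraction) subtracted the background, removed spatial trends and scaled each dye, and it gave one intensity per dye and spot. The median signal of an exponential array lay between 1043 and 1136 in Cy3 and between 1016 and 1367 in Cy5, and that of a stationary phase array between 1076 and 1470 in Cy3 and between 1066 and 1329 in Cy5. On the stationary phase arrays 170 to 17980 of the 44679 spots were not well above background in Cy3, against 0 to 2 on the exponential arrays. The log2 ratio of Cy3 over Cy5 was taken at each spot, control spots and spots that the software marked as outliers were left out, and each array was centred on its median. Spots saturated in Cy3 numbered 430 and 537 on the stationary phase RNAP arrays and 564 and 425 on the RpoD arrays, at most 22 on the other stationary phase arrays and 0 on the exponential ones, and they were kept. Between 308 and 8752 spots were marked as outliers on a stationary phase array and between 1 and 27 on an exponential array. The arrays of each phase lay on 3 slides of their own and were processed under a protocol of their own (CGH in exponential growth, ChIP in stationary phase), so phase cannot be told apart from slide or protocol. The number of arrays, 2 in each group, limits the precision of every value.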

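The sample labels place ChIP DNA in Cy3 and input DNA in Cy5 on all 20 arrays. Over 4878 windows of 1 kb, which are not independent replicates, replicate arrays correlated with a Pearson's r between 0.56 and 0.98. Between exponential and stationary phase, the log2 ratios of the same protein ran opposite ways, with r of -0.57 for RNAP, -0.66 for RpoD, -0.67 for RpoE, -0.61 for RpoH and -0.59 for RpoN. Each dye was then read alone at the paper's listed stationary phase peaks of RpoD (Tables S2 to S6 hold the lists), against the 6 RpoE, RpoH and RpoN arrays of the same phase. In stationary phase the Cy3 signal of the RpoD replicates differed from the mean of those arrays by 1.48 and 1.55 on the log2 scale (median over the probes in the peaks) and the Cy5 signal by -0.24 and -0.15. In exponential growth the Cy5 signal, which is labelled input DNA, differed by 1.01 and 0.99 and the Cy3 signal by -0.57 and -0.87. At the listed stationary phase peaks of RNAP, the RNAP arrays differed in the same comparison by 1.18 and 0.86 in Cy3 in stationary phase, and by 0.75 and 0.53 in Cy5 in exponential growth, where Cy3 differed by -0.31 and -0.17. In exponential growth the RNAP and RpoD arrays shared a slide, and the arrays they were compared with lay on 2 others, so antibody cannot be told apart from slide in these differences. On the shared slide, at 344 listed stationary phase RpoD peaks that overlap no listed RNAP peak, the RpoD arrays differed from the RNAP arrays by 0.32 to 0.41 in Cy5 (4 pairs of arrays) and by -0.48 to -0.19 in Cy3. At 493 RNAP peaks that overlap no RpoD peak, the RNAP arrays differed from the RpoD arrays by -0.67 to -0.45 in Cy5 and by 0.36 to 0.73 in Cy3. The exponential arrays of RpoE, RpoH and RpoN, each compared with the 4 arrays of the other 2 proteins at its own listed stationary phase peaks, differed by -0.11 to 0.33 in Cy5 and by -0.24 to 0.13 in Cy3. The labels were followed for every value given as labelled. The domain means, changes between the phases, correlations, peak counts at the adjusted threshold and ratios at listed peaks were also computed with the dyes of those 10 arrays exchanged, so that Cy5 stood for ChIP DNA, an alternative chosen after seeing the data.

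**Figure D1:**
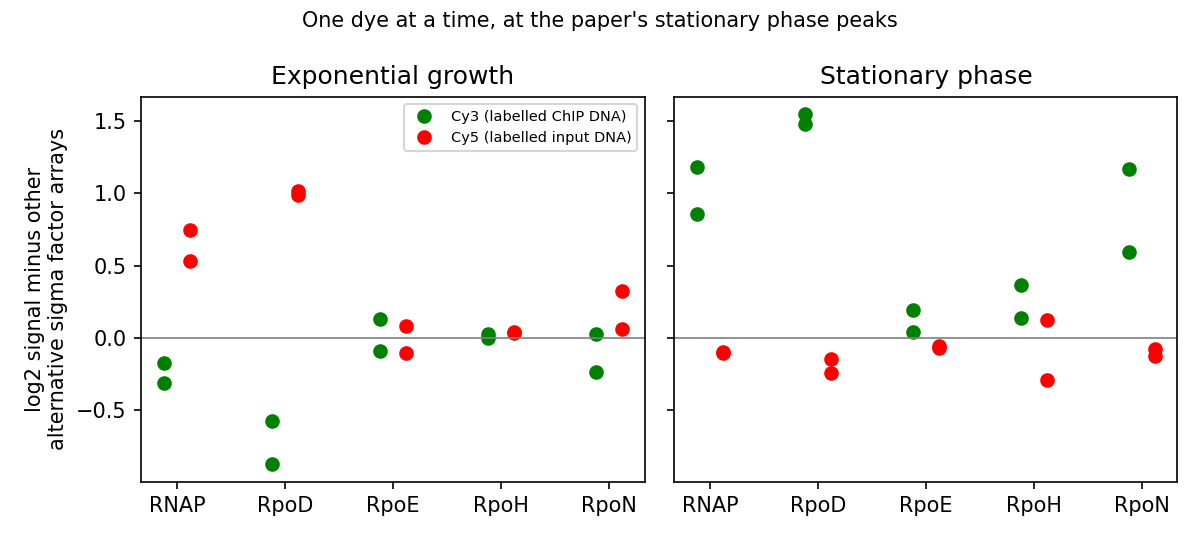
Median log2 signal of each dye over the probes in the paper's stationary phase peaks of a protein, minus the mean of the RpoE, RpoH and RpoN arrays of the same phase (for these proteins, of the other 2), with one point per replicate array. In stationary phase Cy3 (green) of RpoD lies at 1.48 and 1.55, and in exponential growth Cy5 (red) of RpoD lies at 1.01 and 0.99.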

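Peaks were called on each array from the mean log2 ratio in overlapping 500 bp windows, with at least 2 probes in a window. The spread of windows below the median of the array, reflected about it, served as the null distribution, and windows with a Benjamini-Hochberg adjusted p under the threshold of 0.05 were joined. A peak counted as shared where peaks of both replicates overlapped by at least 1 bp. The subtraction of peaks in the deletion strains was not repeated, and those strains were not analysed here. In stationary phase 23 shared peaks were found for RNAP, 572 for RpoD, 24 for RpoE, 19 for RpoH and 28 for RpoN. The RNAP count rested on replicate 1, which had 23 peaks where replicate 2 had 337, and calling on the mean of both replicates gave 273. With the exponential arrays as labelled, the count of shared peaks was 0 for all 5 proteins, and the RpoN replicate with peaks had 8 of them. At an unadjusted p of 0.05 the same caller gave 27 shared regions for RNAP, 0 for RpoD, 257 for RpoE, 263 for RpoH and 383 for RpoN. With the dyes of the exponential arrays exchanged there were 129 shared peaks for RNAP, 591 for RpoD, 2 for RpoE, 0 for RpoH and 2 for RpoN. Of the peaks in the paper's stationary phase lists, 568 of 818 for RpoD, 44 of 1367 for RNAP, 2 of 143 for RpoE, 19 of 214 for RpoH and 4 of 36 for RpoN overlapped a shared peak called here. Shares of peaks are given with 95% exact binomial (Clopper-Pearson) confidence intervals, which cover counting error only, and with an exact multinomial test of equal shares over the 6 domains, by Monte Carlo with 100000 draws on the chi-square statistic.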

ChIP-chip analysis revealed that during exponential growth, RNAP was relatively evenly distributed across the chromosome except at the Ori and Ter domains where it was less abundant (Fig. 5a). Conversely, during stationary phase, RNAP was concentrated at Ter and its flanking domains and was further depleted at Ori. 

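In exponential growth the mean log2 ratio of Cy3 over Cy5 of RNAP, over all probes of a domain, was -0.11 ± 0.09 (SD, n = 2) in Ori and -0.08 in both replicates in Ter. It was -0.06 ± 0.08 in NSR, -0.05 ± 0.02 in Right and -0.09 ± 0.08 in NSL. Ter differed from Ori by 0.03 ± 0.09, less than the spread between the replicates. Exchanging the dyes turns the sign of each of these means, to 0.11 in Ori and 0.08 in Ter. Of the exponential peaks found with the dyes exchanged, 28 of 129, or 21.7%, lay in Ori (confidence interval 14.9 to 29.8%) and 23, or 17.8%, in Ter (11.7 to 25.5%), and the 6 shares were not distinguishable from equal ones (exact multinomial test, p = 0.460). The paper's own list holds 332 exponential RNAP peaks, of which the paper places 12.3% in Ori and 14.8% in Ter. The median log2 ratio of Cy3 over Cy5 at these listed peaks was 0.91 in replicate 1 and 0.99 in replicate 2. These peaks were called by the authors from the same arrays, so a high ratio of Cy3 over Cy5 there follows from how they were chosen. Loess within arrays moved this mean of 0.95 most among the alternatives set beforehand, to 0.45, and exchanging the dyes turned it to -0.95.

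**Figure D2:**
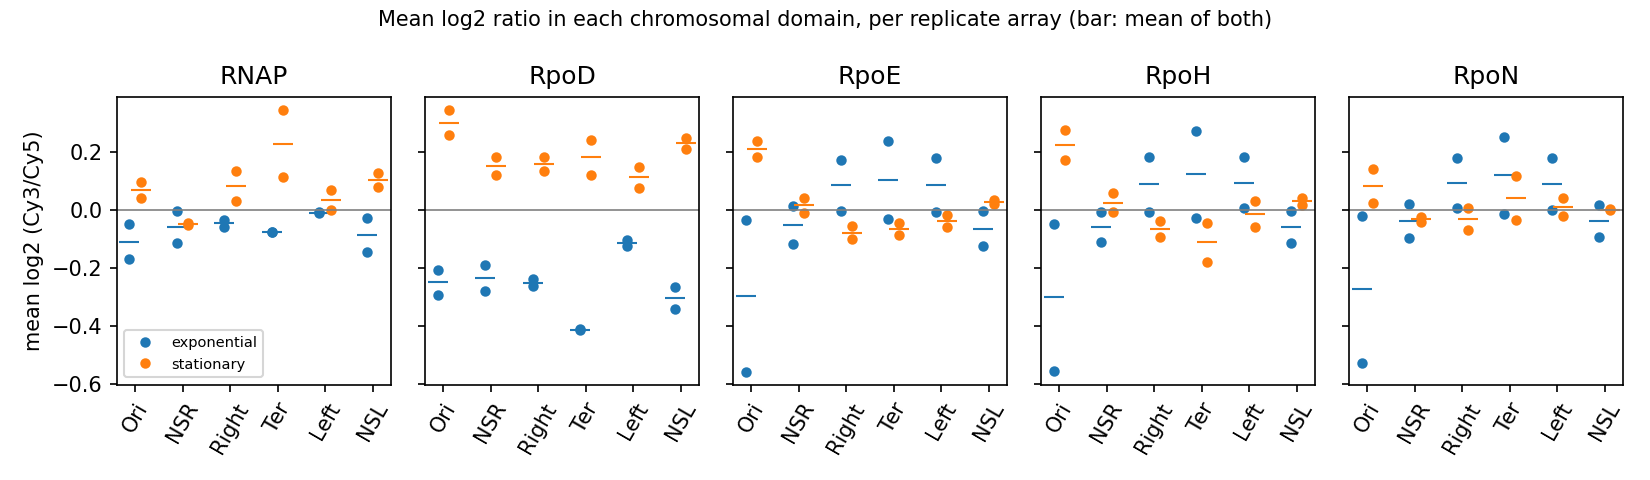
Mean log2 ratio of Cy3 over Cy5 in each of the 6 domains for each protein, with one point per replicate array and a bar at the mean, as labelled. For RNAP in exponential growth the means lie between -0.11 in Ori and -0.01 in Left.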

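In stationary phase 6 of the 23 shared RNAP peaks, or 26.1%, lay in Ter (confidence interval 10.2 to 48.4%), 5, or 21.7%, in Ori (7.46 to 43.7%), and 2 each in Right and NSR, or 8.70% (1.07 to 28.0%). With so few peaks, the 6 shares were not distinguishable from equal ones (exact multinomial test, p = 0.628). The share in Ter exceeded that in Ori by 4.35 percentage points, and over the alternatives this ranged from -16.2, by length in place of number, to 35.3, without probes dim in the input, with a change of sign also when the domains were moved by 100 kb anticlockwise (-4.35). The mean log2 ratio was 0.23 ± 0.16 (SD, n = 2) in Ter and 0.07 ± 0.04 in Ori. Ter was thus above Ori by 0.16 ± 0.20, which replicate 1 gave as 0.30 and replicate 2 as 0.02. The flanking domain Right had 0.08 ± 0.07 and Left 0.03 ± 0.05. The 3 shared peaks with the highest mean ratios ran from 974126 to 975750 in Right (2.91), from 1853626 to 1854500 in Ter (2.77) and from 2854626 to 2855875 in Left (2.75), in positions of the SL1344 chromosome. The first of them had 3 of 13 probes saturated in Cy3 on each array and the second 2 of 7 on replicate 1, so their ratios are lower bounds and their order is open. At the 1367 stationary phase RNAP peaks of the paper's list, of which the paper places 25.9% in Ter and 8.19% in Ori, the median log2 ratio was 1.25 in replicate 1 and 0.92 in replicate 2. In that list 623 peaks touch the one before, and joining listed peaks within 500 bp leaves 698, of which 22.1% lie in Ter and 9.74% in Ori.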

The seven highly transcribed *rrs* ribosomal operons and the operon encoding ATP synthase are located chiefly in the Ori and Ori-proximal domains of the *S.* *enterica* serovar Typhimurium chromosome and are known to bind RNAP abundantly during exponential growth [44]. The highly expressed flagella operons are located mainly at the intersection of the Ter–Left domains and they also bind RNAP abundantly during exponential growth [44]. Work with *E. coli* has shown that RNAP is redistributed in stationary phase to non-coding regions of the chromosome [46]. We observed an accumulation of RNAP in the Ter domain in non-growing cells (Fig. 5a). This does not reflect the presence of high concentrations of stationary-phase-specific RpoS-dependent genes within Ter, because the genes of the stationary phase stimulon are evenly distributed around the chromosome [47]. Thus, it is possible that the Ter domain becomes a depot for the storage of DNA-bound RNAP during periods of low transcriptional activity in non-growing bacteria. 

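From exponential to stationary phase, the mean log2 ratio of RNAP in Ter changed by 0.30 as labelled (standard error 0.12, adjusted p = 0.0911 from limma over the 6 domains of all 5 proteins), and both stationary phase arrays lay above both exponential arrays. With the dyes of the exponential arrays exchanged the change was 0.15 (adjusted p = 0.918 from limma). The difference between Ter and Ori changed by 0.13 as labelled (standard error 0.30, adjusted p = 0.849 from limma) and by 0.19 with the dyes exchanged, while loess within arrays gave 0.46 (adjusted p = 0.123 from limma). In limma's test of 1 kb windows, 3046 of 4878 windows of RNAP changed between the phases. Of the changed windows in Ter, 303 had a higher ratio in stationary phase and 194 a lower one. With the dyes exchanged, 1733 windows changed, of which 176 in Ter were higher and 87 lower. Windows of 500 bp gave 5968 changed windows of 9704, and the count was 2007 without replicate 1 and 2596 without replicate 2. Bound copies of RNAP were not counted by these ratios, which compare parts of the genome within an array.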

When *E. coli* grows by doubling every 30 min, 12 % of its 8400 RNAP molecules are free and 28 % are bound non-specifically [48]. Our data suggest that the proportion of non-specifically bound copies increases in stationary phase and that much of this binding occurs in Ter. As the bacterium leaves lag phase at the start of exponential growth, the heavily transcribed operons in the Ori and Ori-proximal domains will create a demand for RNAP. Although the Ter domain is the most distant from Ori on the chromosome circumference, in the folded nucleoid Ori and Ter lie opposite one another [29], perhaps facilitating the transfer of RNAP to those zones where it is needed.

**Fig. 5.**
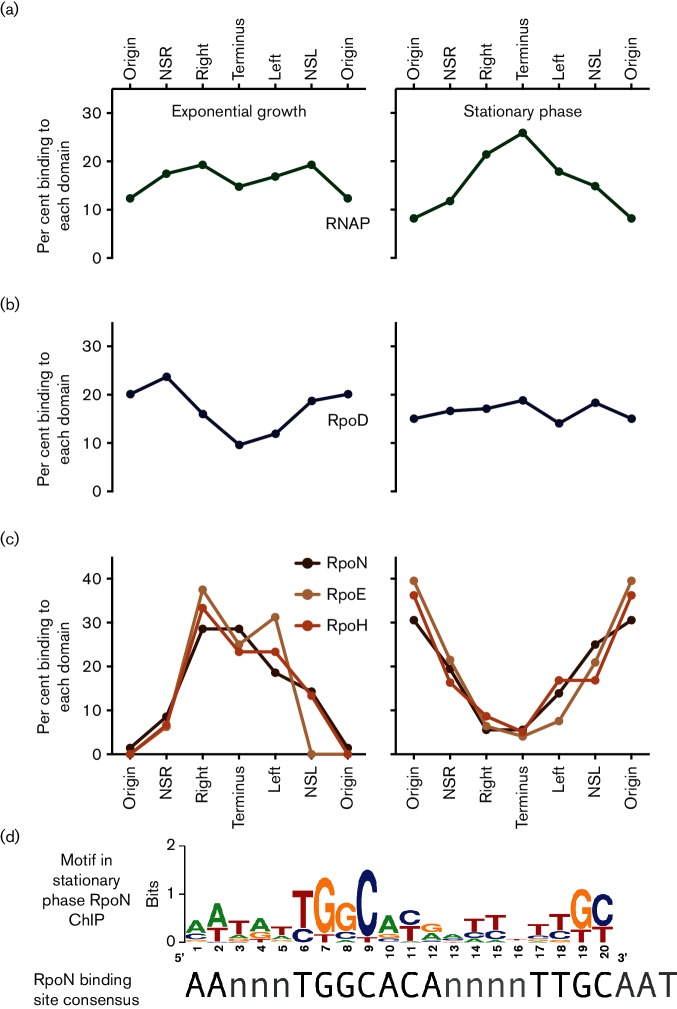
Distribution of the transcription machinery across the six chromosomal domains. (a) The distribution pattern for RNAP in exponential (left) and early stationary phase (right). The per cent total binding in each domain is calculated by considering only ChIP DNA-binding peaks appearing in both of two biological replicates. (b) Binding of the housekeeping sigma factor RpoD across each of the six chromosomal domains in exponentially growing (left) and stationary phase (right) cells. (c) The distribution of the alternative sigma factors RpoE, RpoH and RpoN across the six chromosomal domains in exponentially growing (left) and stationary phase (right) cells. The colour code for each sigma factor is given in the key. (d) Unbiased motif searching of RpoN binding sites identified by ChIP-chip identified sites matching the RpoN binding site motif.

### Distribution of sigma factors

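The mean log2 ratio of Cy3 over Cy5 of RpoD in exponential growth was -0.25 ± 0.06 (SD, n = 2) in Ori, -0.23 ± 0.06 in NSR and -0.31 ± 0.05 in NSL, as labelled. It was -0.25 ± 0.02 in Right, -0.41 in Ter, where the replicates gave -0.41 and -0.42, and -0.11 ± 0.01 in Left. With the dyes exchanged the same domains had 0.25 in Ori, 0.23 in NSR, 0.31 in NSL, 0.41 in Ter and 0.11 in Left, so that Ter passed from the lowest to the highest mean of the 6. Of the 591 exponential RpoD peaks found with the dyes exchanged, 15.1% lay in Ori (confidence interval 12.3 to 18.2%), 16.2% in NSR (13.4 to 19.5%), 18.4% in NSL (15.4 to 21.8%) and 17.1% in Ter (14.1 to 20.4%), shares not distinguishable from equal ones (exact multinomial test, p = 0.717). The paper's list of 219 exponential RpoD peaks, which puts 23.7% in NSR and 9.59% in Ter, had a median log2 ratio of Cy3 over Cy5 of 1.11 in replicate 1 and 1.34 in replicate 2.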

ChIP-chip revealed that during rapid growth and early stationary phase, the primary ‘housekeeping’ sigma factor RpoD (σ^70^) was concentrated in the Ori, NSR and NSL domains (Fig. 5b), and was less abundant at Ter and Left during exponential growth. 

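Because no exponential peaks were shared as labelled, the distribution of RpoD was set against that of RNAP by mean log2 ratios of the domains, a choice made after that count was seen. Across the 6 domains, which are not independent replicates, Pearson's r of RpoD and RNAP in exponential growth was 0.63 (exact permutation of the domains, two-sided, p = 0.160, adjusted p = 0.319 over 8 correlations). This value does not depend on which dye holds ChIP DNA, since exchanging the dyes turns the sign of both proteins. The shares of peaks found with the dyes exchanged gave -0.23 (exact permutation p = 0.731), and the shares in the paper's lists gave 0.10 (exact permutation p = 0.847). Without replicate 1 or without replicate 2 the value from log2 ratios ranged from 0.16 to 0.72.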

Overall, this pattern did not parallel the pattern of RNAP distribution at this stage of the growth cycle (Fig. 5a). 

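Of the 572 shared RpoD peaks in stationary phase, 16.3% lay in Ori (confidence interval 13.3 to 19.5%), 15.7% in NSR (12.8 to 19.0%), 16.8% in Right (13.8 to 20.1%), 18.4% in Ter (15.3 to 21.8%), 15.0% in Left (12.2 to 18.2%) and 17.8% in NSL (14.8 to 21.2%). These shares were not distinguishable from equal ones (exact multinomial test, p = 0.747). Loess within arrays, the alternative that moved the difference between Ter and Ori most, took it from 2.10 to 7.05 percentage points. From exponential growth to stationary phase the mean log2 ratio of RpoD changed by 0.60 in Ter (standard error 0.12, adjusted p = 0.00328 from limma) and by 0.39 in NSR (standard error 0.07, adjusted p = 0.00112 from limma) as labelled. It rose in all 6 domains, by 0.55 in Ori, 0.41 in Right, 0.23 in Left and 0.53 in NSL, so NSR rose less than 4 of the others. With the dyes of the exponential arrays exchanged these changes were -0.23 in Ter and -0.08 in NSR (adjusted p = 0.918 for both, from limma). The difference between Ter and Ori changed by 0.04 as labelled (standard error 0.30, adjusted p = 0.886 from limma). The rise in Ter was thus not distinguishable from that in Ori. As labelled, 3625 windows of 1 kb changed, 383 of them higher and 238 lower in stationary phase in Ter. With the dyes exchanged 2330 windows changed, 114 of them higher and 266 lower in Ter. The 3 shared peaks of RpoD with the highest mean ratios ran from 974001 to 975875 in Right (3.04), from 1892751 to 1895250 in Ter (2.93) and from 2617876 to 2619750 in Left (2.85). Each held probes saturated in Cy3 on both arrays, up to 6 of 15 in the first, so these ratios are lower bounds and their order is open.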

In stationary phase, RpoD was evenly distributed around the chromosome, due primarily to a depletion at NSR and enhanced occupancy of Ter. Thus, in both stages of growth, the distribution of RpoD did not correspond to RNAP localization.

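In stationary phase the shares of RpoD and RNAP peaks per domain had a Pearson's r of 0.17 across the 6 domains (exact permutation p = 0.739, adjusted p = 0.839) and a Spearman's rho of 0.26 (exact permutation p = 0.667). Over the alternatives the value ranged from -0.47, with the domains moved by 100 kb clockwise, to 0.90, with loess within arrays. It was 0.86 without replicate 1 and 0.07 without replicate 2, and the shares in the paper's lists gave 0.50 (exact permutation p = 0.322). At the finer scale of 1 kb windows, the log2 ratios of RpoD and RNAP correlated with r of 0.82 in exponential growth (0.65 to 0.90 over 4 pairs of arrays) and of 0.71 in stationary phase (0.62 to 0.74). Windows are not independent replicates, so no p is given for them, and the exponential value is the same with the dyes exchanged.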

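Among the stationary phase peaks of the alternative sigma factors, 10 of 24 for RpoE, or 41.7%, lay in Ori (confidence interval 22.1 to 63.4%), as did 10 of 19 for RpoH, or 52.6% (28.9 to 75.6%), and 9 of 28 for RpoN, or 32.1% (15.9 to 52.4%). In Ter lay 3 RpoE peaks, or 12.5% (2.66 to 32.4%), 0 RpoH peaks, for which the interval reaches 17.6%, and 5 RpoN peaks, or 17.9% (6.06 to 36.9%). The exact multinomial test of equal shares gave p = 0.0282 for RpoE, 5.9e-04 for RpoH and 0.118 for RpoN. Joining peaks within 500 bp left 17 for RpoE, 11 for RpoH and 23 for RpoN, with 41.2%, 63.6% and 30.4% in Ori. Neighbouring peaks are not independent, so these p-values may be too small and the intervals too narrow. Of the shared peaks before joining, 2 of 24 for RpoE, 19 of 19 for RpoH and 4 of 28 for RpoN overlapped a peak of the paper's lists. For RpoE and RpoN the shares thus describe mostly other places than the paper's. The 3 highest mean log2 ratios of RpoE were at 4374626 to 4376125 (2.72), 4219501 to 4223000 (2.63) and 4121126 to 4123000 (2.58), all in Ori. Those of RpoH were at 4219626 to 4223000 in Ori (2.68) and at 291001 to 292500 (2.56) and 288876 to 290875 (2.54) in NSR, and those of RpoN at 4219501 to 4223125 in Ori (2.63), 288876 to 290875 in NSR (2.54) and 4217501 to 4219375 in Ori (2.42). The place near 4219501 was thus high with all 3 antibodies, and that from 288876 with RpoH and RpoN. Peaks of the deletion strains were not subtracted here. Background that is alike for every antibody therefore cannot be told apart from binding in the shares in Ori. In stationary phase Ter differed from Ori in mean log2 ratio by -0.27 ± 0.07 (SD, n = 2) for RpoE, -0.34 ± 0.17 for RpoH and -0.04 ± 0.19 for RpoN. In exponential growth, as labelled, Ter exceeded Ori by 0.80 for RpoE, 0.83 for RpoH and 0.78 for RpoN in replicate 1, and by 3.6e-03, 0.02 and 5.7e-03 in replicate 2. Over the 12 arrays the difference between Ter and Ori changed by -0.62 from exponential growth to stationary phase (exact permutation of the phases within each protein, two-sided, p = 0.0185 of 216 arrangements). Arrays of one replicate number resemble each other across these antibodies, so that test counts too many units. With the 3 proteins averaged within a replicate number, a unit chosen after the data were seen, the same change had an exact permutation p of 0.333 over 6 arrangements, the smallest that 2 units per phase can give. It was -0.33 without replicate 1 and -0.92 without replicate 2. Loess within arrays brought it to -0.07 (exact permutation p = 0.648), and exchanging the dyes of the exponential arrays turned it to 0.19 (exact permutation p = 0.389). By limma, the change was -0.67 for RpoE and -0.76 for RpoH (standard error 0.30, adjusted p = 0.111 for both) and -0.43 for RpoN (adjusted p = 0.294). With the replicate number as a block in limma the adjusted p was 0.0350 for RpoE and RpoH, under the threshold of 0.05, and 0.148 for RpoN. Without the block and with the dyes exchanged, limma gave changes of 0.13, 0.09 and 0.35 (adjusted p = 0.772 for each). The difference of each of these changes from that of RNAP, a test added after the data were seen, had an adjusted p of 0.167 for RpoE and RpoH and 0.284 for RpoN in limma.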

The alternative sigma factors RpoN, RpoE and RpoH – none of which was active in these culture conditions – displayed a binding pattern that was reciprocal to that of RNAP: they were bound primarily in areas of low RNAP occupancy (Fig. 5c). Thus, there was a clear anti-correlation between the binding pattern of RNAP and those of the alternate sigma factors (RpoE, RpoH and RpoN). 

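Across the 6 domains in stationary phase, the shares of shared peaks correlated with those of RNAP with a Pearson's r of 0.29 for RpoE, 0.16 for RpoH and 0.27 for RpoN (exact permutation of the domains, two-sided, adjusted p = 0.839 for each), and a Spearman's rho of 0.13, -0.04 and 0.18. Domains are not independent replicates, and the RNAP shares rest on few peaks. Called on the mean of both replicates, the same correlations were -0.43, -0.58 and -0.54, and without replicate 1 they were -0.16, -0.37 and -0.22. Mean log2 ratios of the domains in place of shares gave -0.25 for RpoE, -0.40 for RpoH and 0.45 for RpoN (exact permutation p from 0.349 to 0.556). The shares in the paper's stationary phase lists gave -0.91 for RpoE, -0.87 for RpoH and -0.92 for RpoN (exact permutation p = 0.0111, 0.0208 and 0.0139, adjusted p = 0.0556 for each over 8 correlations). The paper's exponential lists gave 0.27, 0.53 and 0.42 for the same proteins (exact permutation p = 0.583, 0.294 and 0.408). From the arrays themselves in exponential growth, mean log2 ratios gave 0.73, 0.72 and 0.71 (exact permutation, adjusted p = 0.315 for each), values that exchanging the dyes leaves as they are. From the distributions in Fig. 5(c), the paper proposes that sigma factors not taking part in transcription initiation associate with transcriptionally inactive regions of the chromosome.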

Unfortunately, an equivalent anti-RpoS monoclonal antibody was not functional in ChIP-chip experiments. Our results suggest that when they are not participating in transcription initiation, sigma factors nevertheless are associated with transcriptionally non-active regions of the chromosome, in particular, the Left macrodomain (Fig. 5c).

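In Left, 2 of 24 RpoE peaks in stationary phase, or 8.33% (confidence interval 1.03 to 27.0%), 2 of 19 RpoH peaks (1.30 to 33.1%), and 2 of 28 RpoN peaks, or 7.14% (0.88 to 23.5%), were found. The mean log2 ratio in Left in stationary phase was -0.04 ± 0.03 (SD, n = 2) for RpoE, -0.02 ± 0.06 for RpoH and 9.8e-03 ± 0.04 for RpoN. In exponential growth it was, as labelled, 0.09 ± 0.13 for RpoE, 0.09 ± 0.12 for RpoH and 0.09 ± 0.13 for RpoN, means smaller than the spread between replicates, of which replicate 1 gave 0.18 for each protein. With the dyes exchanged the same means were -0.09 for each. The paper's exponential lists place 31.3% of 16 RpoE peaks, 23.3% of 30 RpoH peaks and 18.6% of 70 RpoN peaks in Left. At these listed peaks the log2 ratio of Cy3 over Cy5 was high whichever of the 3 antibodies was used, with a mean at the RpoE peaks of 1.50 on RpoE arrays, 1.55 on RpoH arrays, 1.67 on RpoN arrays and 1.14 on RNAP arrays, against 0.03 on RpoD arrays.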

RpoN is structurally distinct from the three RpoD sigma factor family members RpoD, RpoE and RpoH [49]. RpoN binds to its target promoters to create transcription initiation complexes that remain silent until physical contact is made with an appropriately primed enhancer-binding transcription factor [50, 51]. This sigma factor can bind to promoters even in the absence of RNAP core enzyme [52]. Unbiased motif searching of regions bound by RpoN identified a classical RpoN DNA binding site motif in stationary phase binding sites (Fig. 5d), suggesting that this sigma factor was binding specifically though no similar motif was detectable in RpoN binding sites in exponential phase. Thus, even in culture conditions where RpoN is expected to be transcriptionally inactive, RpoN is binding to its target sites in keeping with its known physiological properties.

Previous work with *S.* *enterica* serovar Typhimurium defined approximately 70 binding sites for RpoN. The binding sites were distributed around the chromosome, with more than half being within coding sequences [53, 54]. The Ori macrodomain has the most RpoN sites (17), while the other domains have approximately equal numbers: NSR (8), Right (10), Ter (11), Left (12) and NSL (12). RpoN was not distributed in proportion to the numbers of binding sites per domain (Fig. 5c), suggesting that the Right and Ter domains attracted the protein more abundantly in exponential phase and those sites in the Ori, NSR, and NSL domains were more heavily bound in stationary phase.

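In exponential growth the mean log2 ratio of RpoN as labelled was 0.09 ± 0.12 (SD, n = 2) in Right, 0.12 ± 0.19 in Ter, -0.27 ± 0.36 in Ori, -0.04 ± 0.08 in NSR and -0.04 ± 0.08 in NSL. Each of these means was smaller than the spread between the replicates, and replicate 1 gave 0.25 in Ter and -0.53 in Ori where replicate 2 gave -0.01 and -0.02. With the dyes exchanged, Ter had -0.12 and Ori 0.27. Of the paper's 70 exponential RpoN peaks, the paper places 28.6% each in Right and Ter, and their median log2 ratio of Cy3 over Cy5 was 1.75 in replicate 1 and 1.33 in replicate 2. In stationary phase 6 of the 28 shared RpoN peaks, or 21.4% (confidence interval 8.30 to 41.0%), lay in NSR, 5, or 17.9% (6.06 to 36.9%), in NSL and 1, or 3.57% (0.09 to 18.3%), in Right. As labelled, 1925 windows of 1 kb changed between the phases for RpoN, of which 267 in Ori were higher in stationary phase and 57 lower, by limma. With the dyes exchanged 47 windows changed, and without replicate 1 the count as labelled was 349.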

In the absence of conditions required for them to activate transcription, RpoE (envelope stress) and RpoH (heat shock) did not bind to DNA showing matches to their binding site consensus sequences, indicating that binding may have been non-specific. Genes belonging to the *S.* *enterica* serovar Typhimurium RpoE regulon [55] were more abundant in the Left (9) and NSL (12) domains than in the others: NSR (6), Right (3), Ter (4), Ori (6). *S.* *enterica* serovar Typhimurium genes matching confirmed members of the *E. coli* RpoH regulon [56] were also unevenly distributed among the chromosomal domains: NSR (11), Right (5), Ter (9), Left (3), NSL (11) and Ori (9). 

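In windows of 1 kb, the log2 ratios of RpoE and RNAP correlated with a Pearson's r of 0.29 in stationary phase (0.22 to 0.29 over 4 pairs of arrays), and those of RpoH and RNAP with 0.21 (0.06 to 0.30). In exponential growth r was 0.63 for RpoE (0.52 to 0.73) and 0.59 for RpoH (0.42 to 0.70), the same with the dyes exchanged. For RpoN the values were 0.38 in stationary phase and 0.55 in exponential growth. Windows are not independent replicates, so no p is given. Exponential arrays of different alternative sigma factors with one replicate number correlated with r of 0.88 to 0.98. A positive r between antibodies therefore need not mean that the proteins bind the same places. Loess within arrays raised the stationary phase value of RpoE to 0.39. Taking out trends broader than 200 kb left r positive in both phases for each of these proteins, at 0.30 for RpoE and 0.23 for RpoH in stationary phase.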

Like RpoN, the distributions of RpoE and RpoH showed a strong anti-correlation with RNAP rather than a positive correlation with their target promoters (Fig. 5c). 

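In NSL, the domain that holds the genes of these sigma factors, lay 4 of 24 shared RpoE peaks in stationary phase, or 16.7% (confidence interval 4.74 to 37.4%), 4 of 19 RpoH peaks, or 21.1% (6.05 to 45.6%), and 102 of 572 RpoD peaks. The mean log2 ratio in NSL in stationary phase was 0.23 ± 0.03 (SD, n = 2) for RpoD, 0.03 ± 0.01 for RpoE and 0.03 ± 0.02 for RpoH. In Ori, for comparison, it was 0.30 ± 0.06 for RpoD, 0.21 ± 0.04 for RpoE and 0.22 ± 0.07 for RpoH. In exponential growth the mean in NSL was, as labelled, -0.07 ± 0.08 for RpoE and -0.06 ± 0.08 for RpoH, within the spread between replicates, and 0.07 and 0.06 with the dyes exchanged. Of the 591 exponential RpoD peaks found with the dyes exchanged, 109 lay in NSL, more than in any of the other domains, by less than the width of the confidence intervals.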

The genes encoding RpoD, RpoE, RpoH and RpoN are located in NSL, a domain that does not correspond with a peak for sigma factor binding at any stage of the growth cycle. The significance of these colocations is unknown at present, but they may facilitate the cross regulation that has been detected between sigma factor genes [51, 55, 56].

### Conclusions

Transcript abundance does not reflect gene dosage either during rapid growth or in stationary phase. Instead, mRNA output displays a domain-specific pattern in which Ter, the macrodomain with the lowest gene dosage, has a higher output than either the Left or Right macrodomains in rapidly growing cells and exceeds that of Ori in non-growing cells. These unexpected findings may reflect differences in mean half-lives for mRNAs expressed in different domains, with extended half-lives associated with Ter transcripts counterbalancing the gene-dosage effect. During rapid growth, transcription and RNAP are not well correlated, probably reflecting the inability of our detection method to distinguish between specific and non-specific RNAP binding; but in stationary phase, transcription and RNAP localize around Ter. The pattern seen in rapid growth may reflect the longer half-life of mRNA originating in Ter, while the stationary phase pattern may reflect a role for Ter as a store of non-transcribing RNAP during periods when the cell is not growing. Although chemostat cultures and synchronized cell studies will be useful to disentangle the effects of growth rate and culture conditions, in the present study cells were grown in rich medium in batch culture conditions to support comparisons with other broad-scale studies conducted in these same growth conditions in *Salmonella* and *E. coli* over the past decades. We anticipate that similar transcriptional and polymerase dynamics will be observed in *E. coli* and other bacteria because the *E. coli* macrodomain structure has also been successfully extrapolated to another enteric bacterium, *Dickeya dadantii* (*Erwinia chrysanthemi*) [32].

Under growth conditions that do not select for their activities, the alternative sigma factors RpoE, RpoH and RpoN display a distribution pattern that is the reciprocal of that seen for RpoD and RNAP. The alternative sigma factors bind to chromosomal domains that are transcriptionally quiescent. The consistently low transcriptional output of the Left domain is intriguing as this domain has several unusual traits, including a relatively low A+T base content, a lower propensity to form curved DNA than other domains and low levels of binding by the transcription silencing nucleoid-associated protein H-NS [44]. 

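For RNAP in exponential growth, the mean log2 ratio of Cy3 over Cy5 in Left was -0.01 in both replicates as labelled and 0.01 with the dyes exchanged. As labelled, Left had the highest mean of the 6 domains for RNAP and for RpoD, and with the dyes exchanged it had the lowest for both. Of the peaks found with the dyes exchanged, 21 of 129 RNAP peaks, or 16.3% (confidence interval 10.4 to 23.8%), and 92 of 591 RpoD peaks, or 15.6% (12.7 to 18.7%), lay in Left. In the paper's exponential lists, Left holds 16.9% of the RNAP peaks and 11.9% of the RpoD peaks. Transcripts were not analysed here.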

Despite little H-NS binding and high levels of binding by RpoD and RNAP in exponential growth, the Left domain produces the fewest transcripts at all stages of growth. Our data suggest that the chromosome is divided into transcriptionally active and inactive zones at different stages of growth, and that the inactive zones store those parts of the transcription apparatus that are temporarily out of use.

## Data bibliography

1. Cameron ADS, Dillon SC, Kröger C, Beran L, Dorman CJ. Gene Expression Omnibus GSE97283 (2017).
2. Cameron ADS, Dillon SC, Kröger C, Beran L, Dorman CJ. Gene Expression Omnibus GSE97161 (2017).

## Supplementary Data

102 Supplementary File 1

## Supplementary Data

300 Supplementary File 2

How the deposited data were processed for this re-analysis (not part of the article)

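ChIP-chip data for RNAP, RpoD, RpoE, RpoH and RpoN in S. enterica serovar Typhimurium SL1344 were processed from 20 arrays, 2 biological replicates for each of 5 proteins in exponential growth and in stationary phase. Groups were taken from the sample labels. The labels place ChIP DNA in Cy3 and input DNA in Cy5.

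Per the file headers, the authors made the intensity values with Agilent Feature Extraction, which subtracted the background, removed spatial trends and scaled each dye, without lowess. The authors also deposited a table of log2 ratios of Cy3 over Cy5. In this deposited table the exponential columns follow the processed signals, the stationary phase columns the background-subtracted signals without spatial detrending, and the 2 exponential RpoD columns each hold the array of the other replicate, which was found by comparison with the scanner output and put right when the table was used as an alternative. Probe positions were read from the probe names, which carry the accession of another strain but run to the end of the SL1344 chromosome of 4878012 bp. The chromosome was divided as in the paper into 6 domains of 813002 bp, with Ori centred on position 4105236.

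For the main values, log2 ratios of Cy3 over Cy5 were taken from processed signals. The 1227 control spots and all spots marked as outliers were left out, and each array was centred on its median. No loess or quantile step was applied. Mean log2 ratios were computed per domain and in windows of 1 kb, and the phases were compared with limma 3.58.1 in R 4.3.3, with 10 groups sharing a moderated spread and Benjamini-Hochberg adjustment. Peaks were called in each array in overlapping windows of 500 bp with at least 2 probes, against the spread of windows below the median reflected about it, at an adjusted p of 0.05, and kept where both replicates overlapped by at least 1 bp. The minimum of 2 probes was set when the values were first processed. The paper's text names no peak caller. If a tail of low ratios is wide, as on the exponential arrays, where the skew of the log2 ratio was between -0.87 and -3.8e-05 against 0.11 to 1.07 in stationary phase, this null is wide too and few windows pass. Peaks of deletion strains, which the paper subtracted for RpoE, RpoH and RpoN, were not analysed here.

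Shares of peaks have 95% exact binomial intervals, and equal shares were tested by Monte Carlo with 100000 draws. Correlations across the 6 domains have exact permutation tests. Correlations across domains in exponential growth used mean log2 ratios in place of shares, a choice made after no shared exponential peaks were found. The named peaks are the 3 shared peaks with the highest mean ratio in each group, a rule set in advance. The paper's Table S1 gives the first and last gene of each domain but no gene positions, so genes that the paper names were not set beside probes, and the RpoN motif was not searched, since neither an annotation nor a genome was at hand.

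On data simulated for the RpoD window test, with 200 of 4878 windows changed, limma recovered 71.5% of them, and 4.67% of its calls were false. On simulated arrays with 200 peaks, peak calling recovered all 200 of them with 20.3% false calls on one array and 0.498% false calls among peaks shared by 2 replicates. In both simulations the noise was Gaussian and independent between windows or probes. For peaks its spread was set below that of a real RpoD array, and the peaks were separate and of equal height. This easy setting checks that the caller works and does not measure its power on the real arrays.

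The alternatives were normexp background correction with an offset of 50, the authors' deposited values, a filter on probes dim in the input, loess within arrays with a span of 0.3, taking out a running median over 200 kb, other window widths, thresholds and overlaps, moved domains, replicate and slide as blocks, and leaving out each replicate. Normexp was planned on mean spot signals and run on median spot signals, since the scanner output gives no mean of the spot. Added after the data were seen were the exchange of dyes on the exponential arrays, keeping spots marked as outliers, crossed RpoD replicate numbers, peak counts at an unadjusted p, averaging proteins within a replicate number and the comparison of each sigma factor's change with that of RNAP. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Both the number of arrays and signal over background limit the precision.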

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

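The alternatives were set before the data were examined, apart from the exchange of dyes on the exponential arrays, the keeping of spots marked as outliers and the crossing of RpoD replicate numbers, which were chosen after seeing the data. Of 637 values of 63 results under an alternative, 496 kept their direction and their side of the threshold, or moved by less than the spread between replicates or, for shares of peaks, than the counting error, and 37 were reversed. Keeping the spots marked as outliers left all 52 results it was applied to as they were, and requiring a longer overlap between replicates left all 19, as did domain medians for 10. The authors' deposited values left 51 of 52. The cause of a change was not tested except where the text names the construction of the alternative.

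With the dyes of the exponential arrays exchanged, the change of Ter minus Ori between the phases was -0.28 for RpoD, 0.13 for RpoE, 0.089 for RpoH and 0.35 for RpoN. The joint change of Ter minus Ori for RpoE, RpoH and RpoN was 0.19. The number of changed windows was 1733 for RNAP, 2330 for RpoD, 52 for RpoE, 76 for RpoH and 47 for RpoN. Under the same setting, the number of shared exponential peaks was 129 for RNAP, 591 for RpoD, 2 for RpoE and 2 for RpoN. In that setting, the exponential log2 ratio at the paper's listed peaks was -0.95 for RNAP, -1.23 for RpoD, -1.50 for RpoE, -1.48 for RpoH and -1.54 for RpoN. The sign changes of single-phase exponential values follow from the construction, since a log2 ratio changes sign when its dyes are exchanged.

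With loess within arrays, the change of Ter minus Ori between the phases was 0.071 for RpoN. The joint change of Ter minus Ori for RpoE, RpoH and RpoN was -0.072. The number of changed windows was 520 for RpoE, 498 for RpoH and 539 for RpoN. By this alternative the number of shared stationary phase peaks was 258 for RNAP and 43 for RpoN. The share of stationary phase peaks in Ter minus that in Ori, in percentage points, was 7.05 for RpoD and -17.4 for RpoH. Here the number of shared exponential peaks was 7 for RpoN. Under the same setting, the stationary phase correlation with RNAP across domains was -0.78 for RpoE, -0.54 for RpoH and -0.63 for RpoN. In that setting, the stationary phase correlation with RNAP across windows was 0.39 for RpoE and 0.49 for RpoN. Likewise, the exponential log2 ratio at the paper's listed peaks was 0.45 for RNAP, 0.91 for RpoD, 0.47 for RpoE, 0.57 for RpoH and 0.55 for RpoN. For the same values, the stationary phase log2 ratio at the paper's listed peaks was 0.80 for RNAP, 1.23 for RpoD, 0.53 for RpoE, 0.65 for RpoH and 0.89 for RpoN. The change of Ter minus Ori kept its direction but grew to 0.46 for RNAP and 0.46 for RpoD. Loess removes any dependence of the ratio on intensity, and how much of it was binding was not tested.

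With normexp background correction, the change of Ter minus Ori between the phases was -0.021 for RpoD. By this alternative the number of shared stationary phase peaks was 0 for RNAP, 0 for RpoE, 0 for RpoH and 0 for RpoN. There the exponential log2 ratio at the paper's listed peaks was 1.51 for RpoD, 0.98 for RpoE, 0.99 for RpoH and 1.095 for RpoN. Here the stationary phase log2 ratio at the paper's listed peaks was 1.97 for RpoD, 1.48 for RpoE and 1.59 for RpoN. With trends over 200 kb taken out, the number of shared stationary phase peaks was 61 for RNAP. Under the same setting, the number of shared exponential peaks was 6 for RpoN. In that setting, the stationary phase correlation with RNAP across domains was -0.30 for RpoD. Likewise, the stationary phase log2 ratio at the paper's listed peaks was 1.21 for RpoE. For the same values, the exponential log2 ratio at the paper's listed peaks was 1.38 for RpoH. Without probes dim in the input, the share of stationary phase peaks in Ter minus that in Ori, in percentage points, was 35.3 for RNAP. By this alternative the stationary phase correlation with RNAP across domains was -0.41 for RpoE, -0.48 for RpoH and -0.31 for RpoN. There the exponential log2 ratio at the paper's listed peaks was 1.39 for RpoH.

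In windows of 500 bp, of which 9704 were tested, the number of changed windows was 5968 for RNAP, 7068 for RpoD, 4673 for RpoE, 4697 for RpoH and 4392 for RpoN. In windows of 5 kb, of which 976 were tested, the number of changed windows was 628 for RNAP, 675 for RpoD, 317 for RpoE, 318 for RpoH and 216 for RpoN. Here the stationary phase correlation with RNAP across windows was 0.24 for RpoE. The number of windows tested limits these counts but does not alone set them. For RpoN the part of the tested windows that changed also fell with width. It was 4392 of 9704 at 500 bp, 1925 of 4878 at 1 kb and 216 of 976 at 5 kb. For RNAP that part did not fall, with 5968 of 9704, 3046 of 4878 and 628 of 976.

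At an adjusted p of 0.001 for peaks, the number of shared stationary phase peaks was 0 for RNAP, 291 for RpoD, 10 for RpoE, 4 for RpoH and 11 for RpoN. The share of stationary phase peaks in Ter minus that in Ori, in percentage points, was -70 for RpoE and -54.5 for RpoN. With 1000 bp windows for peaks, the number of shared stationary phase peaks was 1 for RNAP, 374 for RpoD, 13 for RpoE, 8 for RpoH and 14 for RpoN. In that setting, the stationary phase correlation with RNAP across domains was -0.33 for RpoE, -0.35 for RpoH and -0.16 for RpoN. With 1 RNAP peak these correlations reflect only the domain of that peak. Called on the mean of both replicates, the number of shared stationary phase peaks was 273 for RNAP and 69 for RpoN. Likewise, the number of shared exponential peaks was 2 for RpoN. For the same values, the stationary phase correlation with RNAP across domains was -0.43 for RpoE, -0.58 for RpoH and -0.54 for RpoN. With peaks joined within 500 bp, the number of shared stationary phase peaks was 11 for RpoH. From the authors' deposited values, the share of stationary phase peaks in Ter minus that in Ori, in percentage points, was -40 for RpoN. By length in place of number, the share of stationary phase peaks in Ter minus that in Ori, in percentage points, was -43.2 for RpoN.

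With the domains moved by 100 kb clockwise, the change of Ter minus Ori between the phases was -0.060 for RpoD. By this alternative the stationary phase correlation with RNAP across domains was -0.47 for RpoD. There the exponential correlation with RNAP across domains was 0.87 for RpoE, 0.86 for RpoH and 0.87 for RpoN. With the domains moved by 100 kb anticlockwise, the stationary phase correlation with RNAP across domains was -0.058 for RpoD and -0.094 for RpoN. From mean log2 ratios of domains in place of shares, the stationary phase correlation with RNAP across domains was -0.25 for RpoE and -0.40 for RpoH. By rank (Spearman), the stationary phase correlation with RNAP across domains was -0.045 for RpoH. With slide as a random block, the change of Ter minus Ori between the phases was -2.6e-03 for RpoD.

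With the replicate number as a block, the change of Ter minus Ori between the phases kept its size, -0.67 for RpoE and -0.76 for RpoH, and passed the threshold of limma for both (adjusted p = 0.0350). Replicate numbers were not found to pair the arrays of the phases, since the deviations of same-numbered arrays from their group means correlated over windows by 0.04 for RNAP, -0.10 for RpoD, -0.08 for RpoE, 0.07 for RpoH and 0.08 for RpoN. The pairing by block was therefore kept as an alternative. Crossing the RpoD numbers in the block gave 3684 changed windows against 3669 with them as given.

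Leaving out a replicate leaves one array in each group, which limma assumes to vary like the other groups. Leave-one-out gave the following ranges. The change of Ter minus Ori between the phases ranged from -0.020 to 0.11 for RpoD. The joint change of Ter minus Ori for RpoE, RpoH and RpoN ranged from -0.92 to -0.33. The number of changed windows ranged from 2007 to 2596 for RNAP, from 619 to 1450 for RpoE, from 1426 to 1483 for RpoH and from 349 to 1427 for RpoN. The number of shared stationary phase peaks ranged from 23 to 337 for RNAP, from 37 to 44 for RpoE, from 47 to 53 for RpoH and from 48 to 58 for RpoN. The share of stationary phase peaks in Ter minus that in Ori, in percentage points, ranged from -43.4 to -23.4 for RpoH. The number of shared exponential peaks ranged from 0 to 8 for RpoN. The stationary phase correlation with RNAP across domains ranged from -0.16 to 0.16 for RpoE, from -0.37 to 0.38 for RpoH and from -0.22 to 0.50 for RpoN. The exponential correlation with RNAP across domains ranged from 0.83 to 0.86 for RpoE, from 0.68 to 0.85 for RpoH and from 0.75 to 0.85 for RpoN. The stationary phase correlation with RNAP across windows ranged from 0.62 to 0.74 for RpoD, from 0.22 to 0.28 for RpoE, from 0.057 to 0.27 for RpoH and from 0.34 to 0.38 for RpoN. For RpoD the correlation across domains in stationary phase ranged from 0.072 to 0.86. For RNAP the share in Ter minus that in Ori was -16.2 by length and -4.35 with the domains moved anticlockwise, within the counting error of so few peaks. Fewer arrays in a test also lower its counts.

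The number of shared peaks called on arrays of a weak signal limits what shares and their correlations can show: in stationary phase RNAP, RpoE, RpoH and RpoN had 23, 24, 19 and 28 shared peaks, and up to 17980 of 44679 spots were not well above background in Cy3. The motif of RpoN, set out as an alternative analysis, was not run, since no genome of the strain was at hand. Where an alternative left no peaks, it gave no shares and no correlation. The 200 kb trend was not taken from domain means, which are themselves such a trend.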

Differences from the paper's values

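The alternatives named here were set before the data were examined, unless the text says otherwise. The paper's values are the lengths of its lists (Tables S2 to S6) and the shares of listed peaks in each domain, as the lists assign them. A gap counts as closed where the 2 values lie within 1.5 times of each other, or within 1 SD of the values from either replicate alone. This rule leaves counting error aside. Except for RpoN in Ter, each paper share below lies within the binomial confidence interval of the share called here. Those differences are not distinguishable from counting error, so a setting that closes one is not shown to be its cause. For RpoN in Ter, 5.6% lies just below the interval of 6.06 to 36.9%, which may be too narrow.

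The paper's lists hold 1367 stationary phase peaks for RNAP, where 23 shared peaks were called here, and 143 for RpoE, where 24 were called, and 214 for RpoH, where 19 were called. In exponential growth they hold 332 peaks for RNAP, 219 for RpoD, 16 for RpoE, 30 for RpoH and 70 for RpoN, and 0 shared peaks were called for each of these proteins as labelled. None of the alternatives set beforehand brought any of these counts within 1.5 times the paper's. At an unadjusted p under 0.05, which was tried after seeing the data, the stationary phase counts were 493 for RNAP, 454 for RpoE and 295 for RpoH, of which only that of RpoH came within 1.5 times the paper's, and the exponential counts were 27, 0, 257, 263 and 383 for RNAP, RpoD, RpoE, RpoH and RpoN. Exchanging the dyes of the exponential arrays, an alternative chosen after seeing the data, gave counts of 129, 591, 2, 0 and 2, which also differ from the paper's. Of the 1367 listed RNAP peaks 623 touch the one before, and joining those within 500 bp leaves 698, so part of the gap lies in how the list divides peaks. The counts of RpoD and RpoN in stationary phase differed from the paper's by less than 1.5 times.

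For RNAP in stationary phase the paper's share in Ori is 8.2% and the value here is 21.7%. Leaving out dim probes and loess within arrays brought it within the paper's value, and the other alternatives that gave peaks did not. The paper's share of RNAP in Right is 21.4%, against 8.70% here. Loess within arrays, peaks called on the mean of both replicates and replicate 2 alone closed this gap, and the others did not.

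For RpoE in stationary phase the paper's share in Right is 7.7% and the value here 4.17%. Loess within arrays, 1000 bp windows, joining peaks within 500 bp and calling on the mean of both replicates closed it. The paper's share of RpoE in Ter is 4.9%, against 12.5% here, a gap closed by loess within arrays and by counting length in place of number. The other alternatives closed neither.

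For RpoH in stationary phase the paper's share in Right is 7.9%, against 0% here, which only loess within arrays closed. In Left the paper's share is 16.8%, against 10.53% here. Leaving out dim probes, taking out trends over 200 kb, 1000 bp windows, the mean of both replicates and either replicate alone closed this gap, as did keeping spots marked as outliers, which was chosen after seeing the data. The authors' deposited values, loess within arrays and the other settings did not.

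For RpoN in stationary phase the paper's share in Ter is 5.6% and the value here 17.9%. Length in place of number closed it within 1.5 times. By the SD alone, replicate 2 alone (10.3%), the authors' deposited values (0%) and the stricter threshold for peaks (0%) also count, but a share of 0% misses the paper's peaks in Ter, and the others did not close it. In Left the paper's share is 13.9%, against 7.14% here. The authors' deposited values, leaving out dim probes, loess within arrays, the mean of both replicates and either replicate alone closed this gap, as did keeping spots marked as outliers, which was chosen after seeing the data, and the others did not.

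In direction, the paper states that RpoE, RpoH and RpoN run opposite to RNAP over the domains. The shares of shared peaks in stationary phase gave correlations of 0.29, 0.16 and 0.27 here, and the mean log2 ratios in exponential growth gave 0.73, 0.72 and 0.71. Shares of peaks called on the mean of both replicates, without dim probes, with loess within arrays or without replicate 1 gave negative correlations for these 3 proteins in stationary phase, as did the shares in the paper's own lists.

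The paper states that the Ori domain was further depleted of RNAP in stationary phase. The mean log2 ratio of RNAP in Ori changed by 0.18 from exponential growth to stationary phase as labelled (adjusted p = 0.445 from limma) and by -0.04 with the dyes of the exponential arrays exchanged (adjusted p = 0.918 from limma), an alternative chosen after seeing the data.

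The paper states that Ter gained RpoD in stationary phase, for which the changes in mean log2 ratio were 0.60 as labelled and -0.23 with the dyes exchanged, chosen after seeing the data. The difference between Ter and Ori changed by 0.04 as labelled (adjusted p = 0.886 from limma) and by -0.28 with the dyes exchanged (adjusted p = 0.772 from limma). For NSR, where the paper states a depletion, the change as labelled was 0.39, but the mean rose in all 6 domains of these centred arrays and in NSR by less than in 4 others, so this value does not speak against a relative loss.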

Other observations

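The tests of dye bias, of the RpoE, RpoH and RpoN arrays, of chance overlap, of slides shared within a replicate number and of RNAP peaks within a slide were chosen after the results they address were seen. The tests of single dyes at RpoD peaks, of RpoD peaks within a slide and of the scanner software's processing were set before their values were seen, but after the log2 ratios of the phases had been seen to run opposite ways and after the mean signals of each dye per domain had been seen, in which Cy3 varied less between antibodies than Cy5 in exponential growth. Taking the lowest value over the RNAP and RpoD arrays was decided after these values were seen. The test of RpoD peaks within a slide was also set after the other single-dye values had been seen.

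Along the chromosome, regions with a high ratio of Cy3 over Cy5 in stationary phase had a low one in exponential growth, for all 5 proteins. At the paper's stationary phase peaks the exponential ratio was -1.01 and -0.69 for RNAP and -1.70 and -2.002 for RpoD. A bias of single probes toward one dye would act alike in both phases and give a positive correlation, and the highest of the 5 correlations was -0.57. The scanner software processed the phases under different protocols, but ratios of raw median signals, before that processing, also correlated negatively, with a highest value of -0.44 over 20 pairs of arrays. One hypothesis, found and tested on the same data, is that ChIP DNA lies in Cy5 and input DNA in Cy3 on the exponential arrays, opposite to the sample labels. Another is that RNAP and RpoD leave their stationary phase sites in exponential growth, in which case Cy5, labelled input DNA, would not depend on the antibody. At stationary phase peaks Cy5 of the 4 exponential RNAP and RpoD arrays exceeded that of the other antibodies by at least 0.53 on the log2 scale, and by 1.00 on average for RpoD. These 4 arrays share a slide that holds no other array analysed here, so antibody and slide cannot be told apart in these 2 values.

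Within that slide, at RpoD peaks that overlap no listed RNAP peak, Cy5 of the RpoD arrays exceeded that of the RNAP arrays by at least 0.32 in 4 pairs, where replicates of one antibody differed by 0.05 and 0.06. A difference between slides is therefore not the whole cause for RpoD, but the values that follow show that this excess was not specific to RpoD peaks. At RNAP peaks that overlap no listed RpoD peak, Cy5 of the RNAP arrays was not above that of the RpoD arrays, with a highest difference of -0.45, and their Cy3 was higher by 0.36 to 0.73. An exchange of dyes with RNAP at its stationary phase sites would give the opposite signs there if the arrays had a like spread. The log2 ratio had an SD over probes of 1.25 and 1.45 on the exponential RpoD arrays and of 0.78 and 0.72 on the RNAP arrays. Cy5 of the RpoD arrays was higher at both sets of peaks, so signal of the antibody cannot be told apart from the spread of the array. The RNAP arrays do not decide, and a difference between slides stays open for them. For RpoD, Cy3 at stationary phase peaks also differed from the other antibodies, by -0.57 and -0.87, which an exchange alone would not give. Whether input DNA was prepared or labelled apart for each antibody was not tested. Neither the exchange nor a departure of the proteins can be excluded from these values. For the exponential RpoE, RpoH and RpoN arrays, the median Cy5 difference was 0.051, which does not decide. In stationary phase the same comparison found RpoN in Cy3, by 0.59 and 1.17 in its 2 replicates, but RpoE by only 0.19 and 0.04 and RpoH by 0.14 and 0.36, so it has little power for these 2. The exponential RpoN arrays went both ways, with 0.33 in Cy5 and -0.24 in Cy3 in replicate 1 and 0.06 and 0.03 in replicate 2. For these arrays an exchange of dyes and a biological difference between the phases cannot be told apart here, and all exponential arrays also differ from the others in slide and protocol.

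Of the 591 exponential RpoD peaks found with the dyes exchanged, 386 (65.3%) overlapped a stationary phase RpoD peak. Shifting the peaks around the chromosome 1000 times gave 152 overlaps on average and at most 182. This is no separate test, since the exchange turns the correlation of the phases for RpoD from -0.66 to 0.66 and so brings the overlap with it. The paper's exponential lists lie where Cy3 exceeds Cy5 on the exponential arrays. If the dyes were exchanged on these arrays, the listed exponential peaks may mark places where input DNA exceeds ChIP DNA, a reading that rests on the single-dye value of 1.00 for RpoD and is as open as that hypothesis is. The listed exponential peaks of RpoE, RpoH and RpoN were high on RNAP arrays as well, by 1.14, 1.05 and 1.05.

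The exponential arrays of RpoE, RpoH and RpoN resembled each other more within a replicate number, with correlations over windows of 0.88 to 0.98, than replicates of one antibody did, with 0.68 to 0.79. Shared slides do not account for it. RpoN lay on another slide, and its lowest correlation with RpoE or RpoH of the same replicate number was 0.91. Replicates on one slide had 0.73 for RpoE and 0.68 for RpoH. A culture, a chromatin preparation or a labelling shared within a replicate number was not tested and stays open, as does a biological difference between cultures.

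The log2 signal of the dye labelled input DNA fell from Ori to Ter by more in exponential growth than in stationary phase. The difference between Ori and Ter was 0.57 ± 0.32 (SD, n = 10 arrays) in exponential growth and 0.13 ± 0.04 (SD, n = 10) in stationary phase (permutation test over all 184756 arrangements, two-sided, p = 1.08e-05, the smallest these arrangements can give). Arrays of one culture may share input DNA, in which case this p is too small, and by replicate number the exponential values were 0.75 and 0.39 and the stationary phase values 0.13 and 0.13. Taking Cy3 as input DNA on the exponential arrays, the exponential value was 0.35 ± 0.09 and the difference between the phases 0.22, down from 0.44. Without replicate 1 the difference was 0.26 and without replicate 2 it was 0.62. More copies of DNA near the origin in growing cells would give this direction under either assignment of the dyes, but the phases also differ in slide and protocol, so neither can be excluded.

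Probes of plasmids had low ratios for RNAP in stationary phase, -0.68 ± 0.04 (SD, n = 2) over 564 probes of pSLT and -0.98 ± 0.19 over 786 probes of Col plasmids. In exponential growth, as labelled, they had 0.06 ± 0.03 and -0.04 ± 0.31. For RpoD the pSLT probes had -0.23 ± 0.10 in stationary phase and 0.36 in both replicates in exponential growth as labelled. No explanation was tested for these values.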
